A study of Mus musculus with 4 samples.

How the data were processed

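HiChIP, which sequences DNA ends that were ligated together in fixed nuclei and then enriched with an antibody, was done for the histone mark H3K27ac in mouse embryonic stem cells. The 4 libraries came from 2 mouse strains, C57BL/6J (B6) and DBA/2J (D2), with 2 lines of each strain, and each line gave 1 library. Per the labels' protocols, cells were fixed with 1% formaldehyde, chromatin was digested with DpnII, and read pairs of 75 bp were sequenced, with the same stated number of reads for every sample. The library name of D2 replicate 1 carries the mark 10cyc and the names of the other 3 libraries carry 8cyc; the labels do not say what the mark stands for.

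The deposited series table gives, for each pair of anchors (genomic intervals between which contacts were counted), the raw read-pair counts of the 4 libraries, with no normalization. The table has 4 count columns, 1 per library. The 4 deposited files of single libraries give the same counts and, per pair, a second value between 0 and 1, which was taken as the q-value that the authors' loop caller gave for the pair in that library. The names of those files end in mango, which is also the name of a loop caller. The files have no header, and neither they nor the labels state the caller's version or settings, the aligner, the genome build or any filter on reads. Every nonzero count of the 4 single-library files was checked against the series table and was equal. A distance in bp between anchor midpoints also comes with each pair in the deposited table.

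The genome build was taken from the anchors themselves. All 56562 anchors started and ended at a GATC site, the sequence that DpnII recognises, in the GRCm38 (mm10) assembly, and coordinates are given on that assembly. Genes and transcription start sites were taken from GENCODE release M21 for the same assembly. The table covers the 19 autosomes, pairs on the same chromosome, and distances from 5 kb to just under 2 Mb. No X or Y chromosome pairs are in the table, so sex chromosomes were not analysed here.

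Each pair of anchors is called a loop below, whether or not its count exceeds a background expectation. Loops with at least 20 counts summed over the 4 libraries were tested. The D2 libraries were compared with the B6 libraries by edgeR's quasi-likelihood test (edgeR 4.0.16 with limma 3.58.1 in R 4.3.3) with TMM normalization, strain as the only term, and Benjamini-Hochberg adjustment; an adjusted p under 0.05 counted as changed. Log2 fold changes are D2 over B6. Standard errors (SE) were derived as the absolute fitted log2 coefficient divided by the square root of the quasi-likelihood F statistic. They restate the test result and are not a separate estimate of the error of the coefficient. The same test was run on anchors, whose count was the sum over the loops that use the anchor, with at least 20 counts over the 4 libraries. CPM values of a loop were its deposited counts relative to the library's counts summed over the tested loops, scaled by the TMM factor. These sums were 1642904 and 1560716 in B6 replicates 1 and 2, and 1721216 and 1713513 in D2 replicates 1 and 2. The CPM values are therefore not relative to all counts of a library.

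The test was first run on simulated counts drawn from the real means and library sizes with 200 loops or anchors changed by a known factor, of which those with enough counts were tested. Every loop or anchor was drawn with the common dispersion that edgeR fitted to the real counts. For D2 against B6 among loops, edgeR called 22.0% of 191 loops changed 3-fold, and 77.8% of those with at least 100 counts, with 0 false calls among 98699 simulated loops; 4.73% of the unchanged loops had an unadjusted p under 0.05. Of 191 loops changed 2-fold, 0.524% were called, and 2.56% of those with at least 100 counts. For D2 against B6 among anchors, 54% of 200 anchors changed 2-fold and 86% of 200 anchors changed 3-fold were called, with 5 and 14 false calls. With so few changed loops the adjustment is stricter than in the real data, where 146 of the 1565 changed loops differed by less than 2-fold, so these percentages are no estimate of power in the real data.

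The calls were placed along the genome with rotation tests, because loops share anchors and neighbours. The pattern of calls was shifted along the genome order of the tested loops 10000 times with a fixed seed, and two-sided p-values were taken from these shifts. This was done for the share of calls per chromosome, for the distance of changed loops, for calls within clusters of zinc finger genes, and for calls with an anchor over a start site. Zinc finger clusters were 18 regions in which windows of 1 Mb held at least 5 protein-coding Zfp genes. Measures of whole libraries (distance, share of counts per chromosome, overlap of loop sets) were compared as values with no test. An exact permutation test of 2 against 2 libraries cannot give a p under 0.333, and no other test was run for them. Overlap of loop sets was the Jaccard index, the shared loops as a percent of the loops in either set, at the authors' q-value under 0.01. To compare libraries at equal depth, 2500000 counts were drawn from each without replacement 20 times.

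The loops named in the text were fixed by a rule. Among changed loops in which both libraries of a strain lay above both libraries of the other, the 5 with the smallest adjusted p in each direction were taken, skipping loops that share an anchor with one already taken; for anchors, 3 in each direction were taken. A list of 10 genes of the pluripotency network was fixed in the same way: for each gene, the tested loop with the most counts that has an anchor over its start site. The tests, these rules and the alternatives listed next were set before the data were examined, with exceptions that were chosen after the data had been seen. Among the alternatives these were a loess offset on GC content, TMM factors computed over all pairs, no minimum with the TMM factors of the tested loops, the overlap of pairs with any count, and adjustments over a common set of loops. Among the tests they were those in zinc finger clusters and at start sites, the other splits of the libraries, anchors without D2 counts against the scaling, loops higher in D2 against a loss of read pairs, anchor pairs at equal depth, shared sequence over all changed loops, the segment on chromosome 4, and the scan of 1 Mb windows.

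The alternatives for loops were count minimums of 10 and 40, no minimum, the default filter of edgeR, DESeq2 size factors, library totals, loess offsets on distance and on abundance with a span of 0.3, library totals within each chromosome, the Wald test of DESeq2 1.42.0, an adjusted p under 0.1, a change of at least 2-fold, the replicate number as a block, and loops with the authors' q-value under 0.01 in at least 1 library. In these alternatives library totals, also those within each chromosome, were sums over the tested loops and not over all pairs. Each of the 4 libraries was also left out in turn, which gives values and no test because a strain then has 1 library. Windows of 1 Mb with at least 1000 counts were scanned for shifts of D2 against B6 and between replicates, with a loop assigned to the window of its midpoint. Sequence shared between the anchors of a loop was counted as unmasked 31-mers of GRCm38. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

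Depth was 2767882 to 2944258 counts per library, and a tested loop had a median of 36 counts over the 4 libraries, about 9 per library. Intervals and limits from counts cover counting error only. HiChIP counts at a loop depend both on H3K27ac at its anchors and on the frequency of contact, and no measure of H3K27ac alone was analysed here. Variant positions of D2 against the reference were not analysed here.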

Results

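H3K27ac HiChIP counts of 4 mouse embryonic stem cell libraries were compared between strains, 2 libraries from B6 lines and 2 from D2 lines. The 1513030 pairs of anchors in the table joined 56562 anchors with a median width of 4079 bp (range 1188 to 88531 bp), and 29.4% of the anchors overlapped a transcription start site. Total counts were 2908329 and 2800847 in B6 replicates 1 and 2, and 2767882 and 2944258 in D2 replicates 1 and 2. The counts were sparse: 585334 pairs (38.7%) had a single count over the 4 libraries. The 108034 loops with at least 20 counts made up 7.14% of the pairs and held 58.1% of the counts.

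The libraries differed in how many anchor pairs they covered. Counts were seen in 833100 and 822266 pairs in the B6 libraries, and in 715798 and 803268 pairs in D2 replicates 1 and 2. At an equal depth of 2500000 counts the numbers were 767340 and 773178 pairs in B6 and 677893 and 735855 pairs in D2, in the same replicate numbering. The 10000 pairs with the most counts held 21.5% and 20.6% of the counts in B6 and 25.4% and 22.1% in D2. Across tested loops, the counts of the same-strain libraries had Spearman correlations of 0.710 (B6) and 0.714 (D2), and those of different strains 0.635 to 0.664; loops are not independent replicates. The squared difference between libraries, relative to counting noise, averaged 1.10 per loop for the B6 replicates, 1.37 for the D2 replicates and 1.46 to 1.97 between strains.

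The first comparison described how far contacts reached in each strain. The median distance of a read-pair count was 119.9 ± 0.60 kb in B6 (SD, n = 2) and 107.6 ± 3.79 kb in D2 (SD, n = 2), a difference of -12.4 kb that was larger than the spread within either strain. Both D2 libraries (104.9 and 110.2 kb) lay below both B6 libraries (120.4 and 119.5 kb). An exact permutation test of 2 against 2 libraries cannot give a p below 0.333. The alternative that moved this value most used only loops with at least 2 counts in the library, for which the difference was -6.51 kb. Contacts between 500 kb and 2 Mb took 18.3 ± 0.752% of the counts in B6 and 16.5 ± 0.476% in D2 (SD, n = 2). Contacts between 20 and 50 kb took 19.2 ± 0.140% in B6 and 20.2 ± 0.485% in D2 (SD, n = 2).

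The second comparison asked whether the sets of loops called in single libraries were shared more within a strain than between strains. At the authors' q-value under 0.01, the sets held 168086 and 161561 loops in B6 and 150259 and 162014 loops in D2. The Jaccard index averaged 34.5% for the 2 pairs of libraries of the same strain (33.8 and 35.2%) and 33.2% for the 4 pairs of different strains (33.0 to 33.4%), a difference of 1.30 percentage points. The pairs share libraries, so this difference was not tested. With at least 4 counts required as well, the indices were 47.0 and 44.6%, a difference of 2.42 percentage points. For pairs with any count in the library they were 41.5% (41.4 and 41.5%) and 40.9% (40.4 to 41.4%), a difference of 0.547 percentage points. All 4 libraries shared 50018 loops. Another 13715 loops were called in both B6 libraries and in neither D2 library, and 11736 in both D2 libraries and in neither B6 library.

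The third comparison asked which loops differed in count between the strains. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1565 of 108034 loops (1.45%) had changed, 531 higher and 1034 lower in D2, so that 66.1% of the changed loops were lower. The unadjusted p was under 0.05 for 12681 loops. Both libraries of a strain lay above both of the other in 41.2% of all tested loops, against 33.3% by chance. The test selects for such separation, and it was present in 1559 of the changed loops. The alternative that moved the count most, the DESeq2 Wald test, called 96 loops, 40 higher and 56 lower. Without a count minimum the direction of the majority differed, with 463 loops higher and 296 lower (39.0% lower). With the minimum kept but the TMM factors computed over all pairs, 599 loops were higher and 739 lower (55.2% lower). Among the loops with counts in both strains, the median log2 fold change was 1.44 for loops higher in D2 (quartiles 1.10 and 1.92) and -1.76 for loops lower in D2 (quartiles -2.35 and -1.32). Another 17 changed loops had no count in D2 and 2 had no count in B6. Those 2, chosen for naming after their values were seen, joined the same anchor on chromosome 4 (146928522 to 146939664) to 145483898 to 145496599, with counts of 18 and 22 in D2, and to 145498251 to 145529638, with counts of 9 and 12 in D2. Changed loops had a median of 102 counts when higher and 65 when lower in D2, and 1419 of them differed at least 2-fold. When each library was left out in turn, the median of the loops higher in D2 ranged from 1.16, without D2 replicate 1, to 1.63.

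The loops lower in D2 with the smallest adjusted p lay on 4 chromosomes. The first joined chromosome 6, 136989081 to 137004806 and 137005882 to 137020936, both intergenic with Pde6h as the nearest start site at 29820 and 46621 bp. It had 44.4 ± 0.428 CPM in B6 and 3.55 ± 0.950 CPM in D2 (SD, n = 2), a log2 fold change of -3.62 (SE 0.36; edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p 2.44e-18). The second joined the start sites of Btaf1 (chromosome 19, 36938375 to 36966930) and Ide (37332139 to 37358432), 392.6 kb apart. It fell from 64.5 ± 24.6 CPM in B6 to 10.4 ± 6.59 CPM in D2 (SD, n = 2; log2 -2.63, SE 0.29, edgeR adjusted p 2.82e-15). Its log2 fold change ranged from -3.47 without D2 replicate 1 to -2.09 without D2 replicate 2 when single libraries were left out. Its adjusted p was between 2.99e-23 and 0.0518 over the edgeR and DESeq2 alternatives, and over 0.05 in the DESeq2 Wald test. The third joined neighbouring anchors over start sites of Zfp951 on chromosome 5 (104825480 to 104841649 and 104842854 to 104862891), with 44.7 ± 0.855 CPM in B6 and 6.43 ± 3.12 CPM in D2 (SD, n = 2; log2 -2.77, SE 0.32, edgeR adjusted p 3.21e-13). The other 2 lay on chromosome 1. An intergenic pair at 153343020 to 153382500 and 153383791 to 153388480, 10234 bp from Lamc1, had counts of 54 and 52 in B6 and 6 and 9 in D2 (log2 -2.87, SE 0.36). A pair within Mcm6, from an exon (128328890 to 128335767) to the start site (128336719 to 128350335), had counts of 52 and 65 in B6 and 10 and 9 in D2 (log2 -2.67, SE 0.34). The first 3 of these loops lay in 1 Mb windows in which all counts together were lower in D2, with log2 ratios of D2 to B6 of -1.11, -0.60 and -0.71.

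The loops higher in D2 with the smallest adjusted p had smaller fold changes. The first joined intergenic intervals on chromosome 4, 53313519 to 53329366 and 53334010 to 53356750, with 30.9 ± 4.41 CPM in B6 and 110.3 ± 42.8 CPM in D2 (SD, n = 2). Its log2 fold change was 1.83 (SE 0.24; edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p 3.06e-10) and 1.36 without D2 replicate 1. The second lay on chromosome 10, 8536335 to 8546669 and 8547820 to 8563772, 17510 bp from the start site of Ust, with 5.90 ± 2.36 CPM in B6 and 34.7 ± 13.2 CPM in D2 (SD, n = 2; log2 2.54, SE 0.34, edgeR adjusted p 1.06e-09). The third, also on chromosome 10, joined 70355706 to 70394281 and an anchor over the start sites of Gm40689 and Gm48023 (70826842 to 70865349), with counts of 23 and 28 in B6 and 121 and 82 in D2 (log2 1.92, SE 0.27). A pair near Abt1 on chromosome 13 (23398382 to 23403761 and 23408921 to 23417897) had counts of 7 and 13 in B6 and 56 in each D2 library (log2 2.40, SE 0.34). The fifth, on chromosome 1 (90512495 to 90536079 and 90871535 to 90911556, 3529 bp from Mlph), had counts of 6 and 18 in B6 and 73 and 48 in D2 (log2 2.26, SE 0.33). Its log2 fold change was 1.65 without B6 replicate 1 and 3.26 without B6 replicate 2, and its adjusted p over the edgeR and DESeq2 alternatives was between 4.24e-09 and 0.218, with the highest value in the DESeq2 Wald test.

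**Figure D1:**
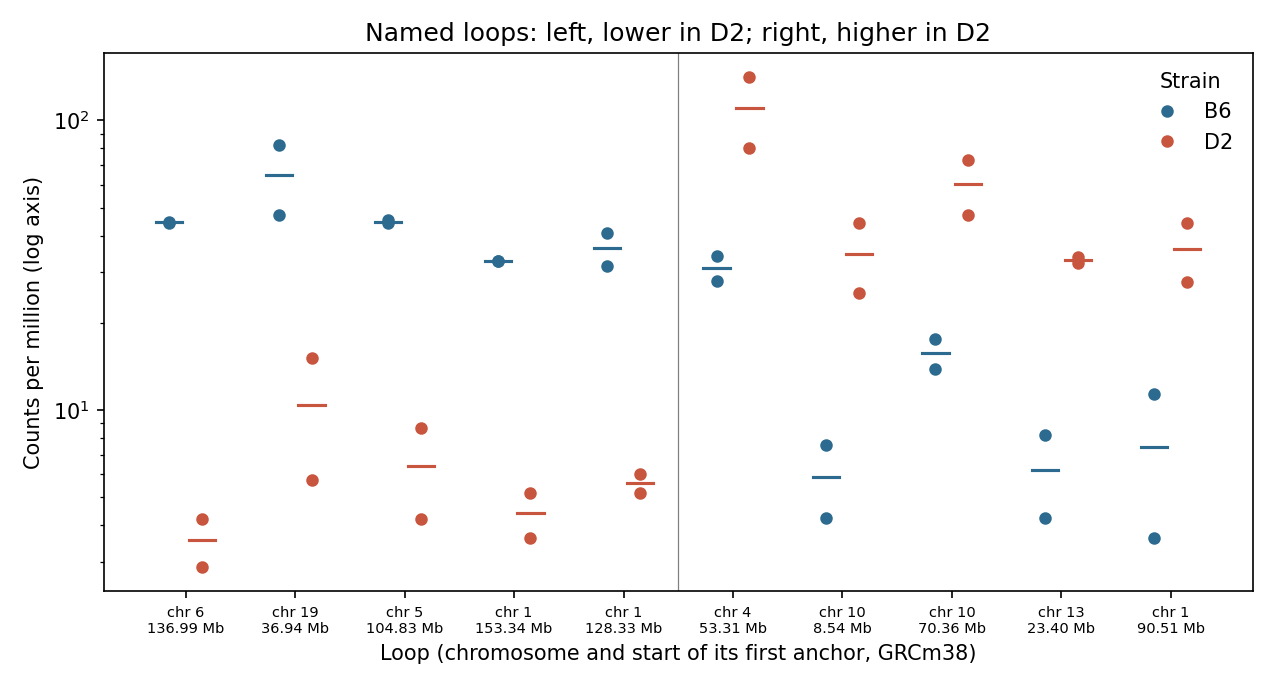
CPM (log axis) of the 10 named loops, with 1 point per library and a bar at the mean of each strain. In each of the 5 loops on the left both D2 libraries lie below both B6 libraries, and in each of the 5 on the right both lie above.

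The fourth comparison asked how far loop changes went with a change in the total count of an anchor. Of 51820 tested anchors, 5054 (9.75%) differed by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1383 higher and 3671 lower in D2 (72.6% lower), and 11361 had an unadjusted p under 0.05. The strains did not overlap in 49.5% of all tested anchors, against 33.3% by chance, and in 5046 of the changed anchors, for which the test selects. The DESeq2 Wald test, the alternative that moved the count most, called 1307 anchors, 238 higher and 1069 lower. Without D2 replicate 1, 2 of the 5054 anchors changed direction (chromosome 4, 144306015 to 144320859, and chromosome 16, 64764429 to 64773088), and the median log2 fold change of the anchors higher in D2 was 0.52 instead of 0.69. An anchor changed in the same direction was present in 443 of the 531 loops higher in D2 (83.4%) and in 983 of the 1034 loops lower in D2 (95.1%). Of the uncalled loops, 17.1% had a changed anchor. The other, uncalled loops of the same anchors, averaged over both anchors, had a median log2 fold change of 0.47 for loops higher in D2, -0.70 for loops lower in D2 and 0.06 for uncalled loops. This average was below 0 for 4.17% of the loops higher in D2, 98.0% of the loops lower in D2 and 41.3% of the uncalled loops.

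Among single anchors, the smallest adjusted p lower in D2 belonged to an intergenic interval on chromosome 5 (104720596 to 104740554), 88403 bp from Zfp951. Its counts were 269 and 280 in B6 and 7 and 8 in D2 (log2 -5.14, SE 0.25; edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p 9.70e-20). A second anchor in that region (104900510 to 104922122) had counts of 274 and 287 in B6 and 29 and 29 in D2 (log2 -3.23, SE 0.20). An intergenic anchor on chromosome 17 (36094572 to 36100952), 10474 bp from BC023719, had counts of 95 and 90 in B6 and 0 and 1 in D2, a ratio of B6 to D2 of 185-fold with an exact (Clopper-Pearson) 95% counting interval from 32.8 to 7355. The anchors higher in D2 were over the start site of Hdhd3 on chromosome 4 (62500090 to 62505658; log2 1.72, SE 0.18), over the start site of Gm47001 on chromosome 9 (11100609 to 11109829; log2 2.43, SE 0.27), and in an intron of Gm26848 on chromosome 17 (6464066 to 6486247; log2 1.52, SE 0.17). Of the tested anchors, 46 had no count in either D2 library and 0 had no count in either B6 library.

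The fifth comparison asked whether changed loops gathered on particular chromosomes. Chromosome 4 had the highest share, 246 of 8087 tested loops (3.04%), 31 higher and 215 lower in D2. The rotation test gave p 0.115 for this chromosome (adjusted p 0.745 over the 19 autosomes), and no chromosome passed the threshold; without adjustment, 0 chromosomes had a rotation p under 0.05. With library totals taken within each chromosome, 179 loops were called on chromosome 4, 49 higher and 130 lower (2.21%). Chromosome 13 then had the highest share, 98 of 3620 tested loops (2.71%). Under that scaling chromosome 16 had a rotation p of 0.0408 without adjustment (adjusted p 0.679), with 16 of 4303 tested loops called. With the scaling used for all other values, chromosome 7 had 20 loops higher and 119 lower in D2, chromosome 19 had 11 and 64, and chromosome 10 had 45 and 12. With totals within each chromosome, chromosome 7 had 18 loops higher and 107 lower, and chromosome 19 had 11 and 58. Chromosome 10 then had 25 loops higher and 17 lower.

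**Figure D2:**
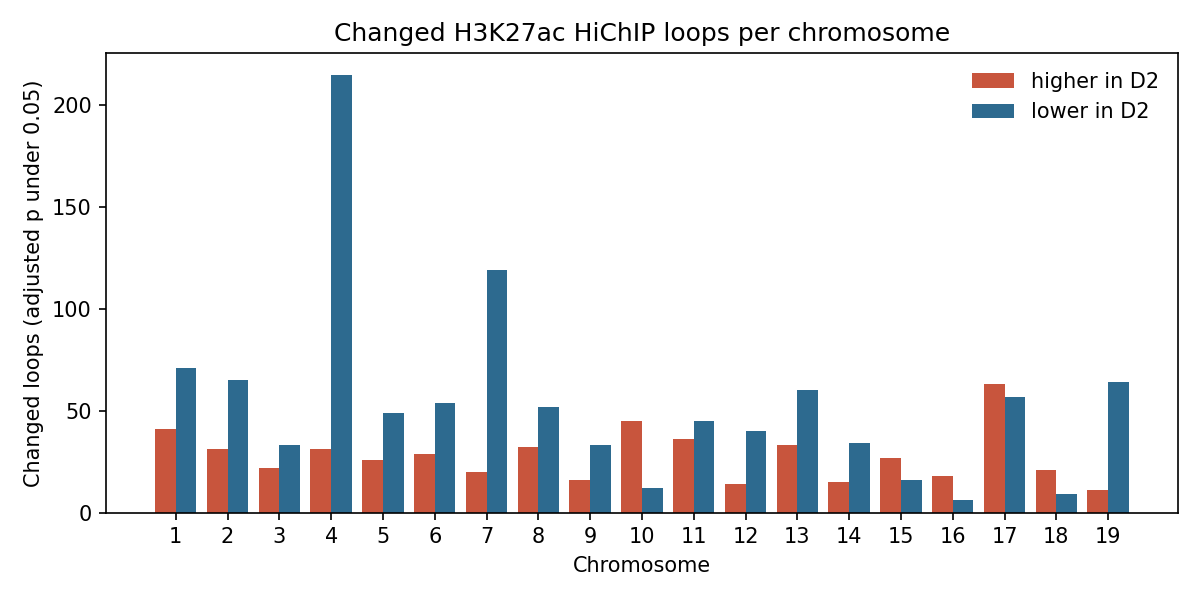
Number of changed loops (edgeR adjusted p under 0.05) on each autosome, higher in D2 and lower in D2. Chromosome 4 has 215 lower and 31 higher loops, and chromosome 10 has 12 lower and 45 higher.

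The share of all read-pair counts on chromosome 4 was 7.83 ± 0.114% in B6 and 6.96 ± 0.131% in D2 (SD, n = 2), a log2 ratio of -0.17, with both D2 libraries below both B6 libraries. In windows of 10 Mb along the chromosome, 7 of 15 had a median log2 fold change below 0, and the medians ran from -0.58 to 0.31. Among the 220 windows of the other autosomes, 73 had a median below 0 and the SD was 0.21. In 1 Mb windows, the counts of D2 relative to B6 were lowest at 147 to 148 Mb (log2 -1.23), 140 to 141 Mb (-1.21) and 138 to 139 Mb (-1.15). From 149 to 153 Mb, D2 replicate 1 lay below D2 replicate 2 by more than 0.5 on the log2 scale in each of the 4 windows, so the difference between strains there rested on that library.

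**Figure D3:**
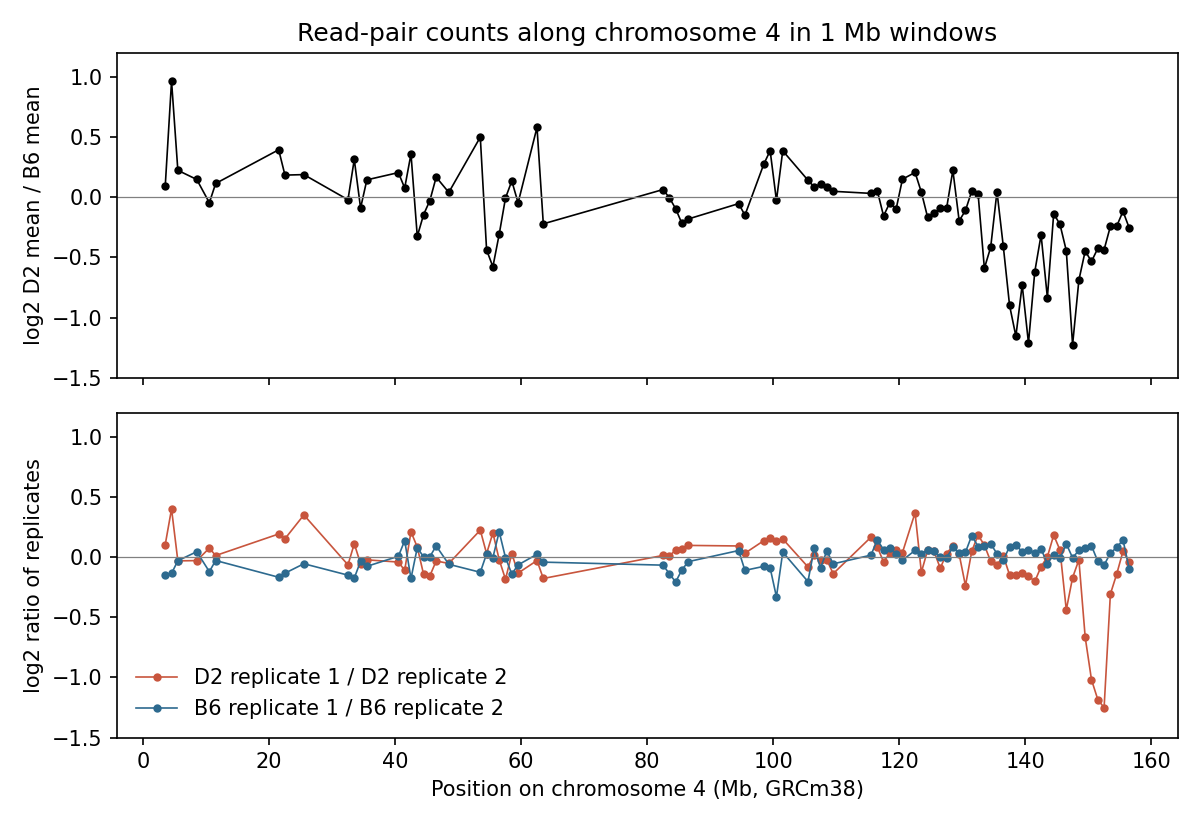
Log2 ratio of read-pair counts along chromosome 4 in 1 Mb windows (position in Mb, GRCm38), above for D2 against B6 and below for replicate 1 against replicate 2 of each strain. The ratio of D2 to B6 falls to -1.23 on the distal part, and the ratio of the D2 replicates falls to -1.25 in the window from 152 to 153 Mb.

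The sixth comparison asked whether loops higher and lower in D2 differed in span. Loops higher in D2 had a median distance of 77.8 kb and loops lower in D2 50.1 kb, against 81.6 kb for uncalled loops. The difference of the medians was 0.191 on the log10 scale, with a rotation p of 0.0002, the smallest that these rotations can give. The alternatives gave 0.132 to 0.207, with rotation p from 0.0004 to 0.0114.

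The seventh comparison gave the loops of 10 pluripotency genes. Klf2, Esrrb and Tfcp2l1 had no anchor over a start site, so 7 genes had a value. For the loop with the most counts of each gene, 2 passed the threshold when adjusted over all loops and 3 when adjusted over the list alone. The loop from Nanog to Slc2a3 (chromosome 6, 122683975 to 122721348 and 122755688 to 122795197) had counts of 294 and 348 in B6 and 728 and 395 in D2. Its log2 fold change was 0.75 (SE 0.22; edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p 0.0442) and 0.19 without D2 replicate 1. Over the edgeR and DESeq2 alternatives its adjusted p was between 0.0477 and 0.911. Among the alternatives run for this loop, only edgeR with DESeq2 size factors kept it under 0.05. The loop from Sox2 to Gm3143 (chromosome 3, 34638624 to 34680614 and 34685347 to 34720927) had counts of 206 and 249 in B6 and 465 and 332 in D2. Its log2 fold change was 0.74 (SE 0.22; edgeR adjusted p 0.0441, and between 0.0438 and 0.180 over the edgeR and DESeq2 alternatives) and 0.43 without D2 replicate 1. The Tbx3 loop had a log2 fold change of 0.70 (SE 0.22; edgeR adjusted p 0.0725 over all loops and 0.00309 adjusted over the list alone), and 0.09 without D2 replicate 1. The loops of Pou5f1 (-0.11), Klf4 (0.02), Prdm14 (-0.36) and Zfp42 (0.10) did not pass either threshold. Of all 154 tested loops at the start sites of the genes, 5 were called, 2 at Nanog, 2 at Pou5f1 and 1 at Sox2.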

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

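The alternatives below were chosen before the data were examined, except for the loess offset on GC content, the 2 alternatives on TMM factors, the overlap of pairs with any count and the adjustments over a common set of loops, which were added after the data had been seen. Without a count minimum the majority of changed loops was higher in D2. The 10 loops and 6 anchors named by the rule kept their sign under every alternative run for them. So did the Nanog, Sox2, Tbx3, Prdm14 and Zfp42 loops. Apart from the Pou5f1 and Klf4 loops, other loops and anchors named in the text were followed only in fits that left out a library. Without D2 replicate 1, 2 of the 5054 changed anchors changed sign. The uncalled Pou5f1 and Klf4 loops, with log2 fold changes near 0, took either sign when single libraries were left out (-0.43 to 0.15 and -0.37 to 0.33). The Klf4 loop, at 0.02 in the report, was also at -0.022 with library totals and at -0.0041 with the replicate block.

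The number of changed loops (1565) stayed between 1077 and 1672 under a minimum of 40 counts, the default filter of edgeR, DESeq2 size factors, library totals, the loess offsets on distance, abundance and GC content, totals within each chromosome, the authors' q-value filter and a 2-fold minimum. The loess offset on GC content gave 318 loops higher in D2 and 759 lower, and 1071 of its 1077 loops were among the 1565; the cause of the smaller number of higher loops was not tested. An adjusted p under 0.1 gave 2434 loops, 886 higher and 1548 lower. That count includes the 1565 by construction.

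The DESeq2 Wald test gave 96 loops (40 higher, 56 lower) and 1307 anchors (238 higher, 1069 lower), all among those called by edgeR. Its independent filtering left 92159 loops without an adjusted p, and adjusting its p-values over all tested loops gave 35. In the simulated counts of D2 against B6 among loops, DESeq2 called 3.66% of the loops changed 3-fold where edgeR called 22.0%, both with 0 false calls. Of the unchanged simulated loops, 0.232% had an unadjusted p under 0.05 with DESeq2 and 4.73% with edgeR. In these simulated counts the DESeq2 p-values were therefore conservative. All loops were drawn there with edgeR's own common dispersion. The simulation thus cannot show whether DESeq2 was too strict or edgeR too lenient in the real data. The size of the difference was not simulated with the changes of the real data.

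A minimum of 10 counts gave 235 loops (70 higher, 165 lower). Adjusting that fit over only the 108034 loops with at least 20 counts gave 471, so the larger number of tested loops explains a part. The prior degrees of freedom were infinite with the minimum of 20 and 22.6 with the minimum of 10, which weakens single-loop p-values, and how much of the rest this explains was not tested. Without a minimum, 759 loops were called among 1513030, 463 higher and 296 lower in D2, and 526 of them were among the 1565. The share of lower loops, 66.1% in the report, was 39.0% there and from 52.3 to 71.9% under the other alternatives. The 2 parts of that alternative were also changed singly. TMM factors of all pairs, with the minimum of 20 counts kept, gave 599 higher and 739 lower loops (55.2% lower). No minimum with the TMM factors of the tested loops gave 769 loops, 367 higher and 402 lower (52.3% lower). Each part alone lowered the share, and both together gave more higher than lower loops. The median log2 fold change of all tested loops was 0.093 with the TMM factors of all pairs and 0.018 with those of the tested loops, so the share depends on a small difference in scaling.

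With library totals within each chromosome, 130 loops were lower in D2 on chromosome 4 instead of 215. This follows from the construction of the alternative, which removes the lower share of counts of the chromosome. The number of changed anchors was 4525 to 5767 under the minimum of 100 counts, DESeq2 size factors and totals within each chromosome. The difference in contact distance was -6.51 kb for loops with at least 2 counts in the library, where the long-range pairs with single counts are left out. The difference in overlap of loop sets was 2.42 percentage points with at least 4 counts, and 0.547 for pairs with any count, against 1.30 in the report; the cause was not tested. Limiting loops to autosomes and counting anchors that overlap by 1 bp as shared changed nothing, since the table holds only autosomes and anchors that do not overlap each other.

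Of the pluripotency loops, 1 passed the threshold with library totals, 0 with the loess offset on distance, 0 with the TMM factors of all pairs and 0 with the DESeq2 Wald test, against 2 in the report; in the report's fit, 3 of the 7 loops had an unadjusted p under 0.05. The adjusted p-values of the Nanog and Sox2 loops lay close to the threshold, so small changes decide these calls. Among the loops and anchors named by the rule and the pluripotency loops, 210 values kept their direction and side of the threshold, 2 changed sign near 0 (the Klf4 loop, uncalled throughout) and 10 lost the threshold. The 10 were the Nanog and Sox2 loops, the Btaf1 to Ide loop, and the loop on chromosome 1 near Mlph.

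Replicate numbers of the 2 strains share only a number. Libraries with the same number did not deviate together: the correlation of the deviations of the replicates 1 from their strain means was -0.0014 over the tested loops and -0.045 over the 13804 with at least 100 counts, across loops that are not independent. With the replicate number as a block, 1343 loops (428 higher, 915 lower) and 5903 anchors (1863 higher, 4040 lower) were called. Under the block, 1 pluripotency loop passed the threshold, the Sox2 loop.

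In the 4 fits that each left out 1 library, the median log2 fold change ranged from 1.16 to 1.63 for loops higher in D2 and from -1.83 to -1.74 for loops lower in D2. For anchors these ranges were 0.52 to 0.87 and -1.03 to -0.96. The lowest values for higher loops and anchors were those without D2 replicate 1. The difference in median contact distance ranged from -9.68 to -15.0 kb, and the log2 ratio of the share of counts on chromosome 4 from -0.15 to -0.19. Leaving out a library leaves no pair of the same strain for 1 strain, so the overlap of loop sets was not recomputed this way.

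In the simulation of D2 against B6, 0.524% of the loops changed 2-fold were called, and 2.56% of those with at least 100 counts. Only 191 loops were changed there, so the adjustment was stricter than in the real data, in which 146 of the 1565 changed loops differed by less than 2-fold.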

Other observations

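The tests of the other splits of the libraries, of anchors without D2 counts against the scaling, of loops higher in D2 against a loss of read pairs, of the anchor pairs seen in D2 replicate 1, of shared sequence over all changed loops, of the segment on chromosome 4 and of the 1 Mb windows were chosen only after their results or the patterns behind them had been seen. The scaling with TMM factors of all pairs was also added after the data had been seen. The other tests of scaling and those of GC content, whole-anchor loss, chromosome copy number, zinc finger clusters and start sites were chosen before their own results.

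Of the 3 ways to split the 4 libraries into pairs, 1 gave as many changed loops, the split by strain. The other 2 splits gave 0 and 0 changed loops, with unadjusted p under 0.05 for 2491 and 2758 loops against 12681 for the strains. They gave 0 and 0 changed anchors, with 370 and 363 under an unadjusted p of 0.05. In these splits each group held both strains, so the strain difference added to the spread within groups. The common dispersion of loops was 0.0430 and 0.0422 there, against 0.0140 for the strains. These splits were therefore strict, and their lack of calls says little about chance. With 3 splits the share cannot fall below 33.3%, so the splits alone leave a difference between the 2 pairs of lines that is not due to strain open. The low windows described below, which repeated in the other 2 libraries (-0.78 and -0.73), argue against variation of single libraries as their source. Reads that map equally to both anchors of a loop would give counts without a contact. Of the changed loops, 4.15% had anchors that shared at least 31 unmasked 31-mers, against 0.486% of 7825 random unchanged loops (Fisher's exact test, two-sided, p 2.77e-26, across loops that are not independent). Shared sequence therefore was absent from most changed loops by this measure, and it remains a candidate explanation for the 65 loops that had it.

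More loops were lower than higher in D2. The share of lower loops was 66.6 to 71.9% under 5 other scalings and 55.2% under a sixth, TMM factors of all pairs. Those 5 were all computed over the tested loops, so their similar shares do not bear on that choice. Library totals over all pairs were not run as a scaling. Without a count minimum it was 39.0%. A strain difference and the scaling of the libraries therefore cannot be told apart as the source of the larger number of lower loops, because no value independent of the counts fixes the scaling. A factor per library changes no count of 0, so the 46 tested anchors with no count in D2, against 0 with no count in B6, argue against scaling as the source of those. With a loess offset on GC content, 70.5% of the changed loops were lower, which argues against a GC trend as the whole cause of the asymmetry. The asymmetry did vary with GC: in the lowest of 5 equal GC classes 260 loops were higher in D2, more than were lower, and in the highest class 19 were higher and 170 lower. With the offset, lower loops outnumbered higher ones in each class, 132 higher and 221 lower in the lowest and 15 higher and 83 lower in the highest. The GC offset also reduced the loops higher in D2, from 531 to 318, and the log2 fold change had a Spearman correlation of -0.11 with GC content across loops. Loss of D2 read pairs at whole anchors is a candidate explanation for a part, from the same 46 anchors. Anchors with D2 counts below 0.1 of B6 numbered 141, against 0 in the other direction. Only 24 of the 1034 loops lower in D2 (2.32%) touched such an anchor, so losses this deep account for few of them. A loss of read pairs at an anchor, in mapping or of its sequence, lowers the counts of that anchor. By itself it does not explain the 531 loops higher in D2. Whether sequence missing between anchors raised any of these loops was not tested. Reads of D2 that carry variants against the reference, deletions in D2 and a lower H3K27ac level in D2 remain open for the lower loops, because variant positions, DNA sequencing and H3K27ac ChIP were not analysed here.

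Counts lower in D2 gathered in regions. Of 1397 windows of 1 Mb, 81 had a log2 ratio of D2 to B6 below -0.6 and 17 had a ratio above 0.6. Of the 81 low windows, 47 lay next to another, and the ratios of neighbouring windows had a correlation of 0.572 across windows. The SD of the ratio over windows was 0.303 between strains, 0.116 between the B6 replicates and 0.163 between the D2 replicates. Windows were also picked in 1 library of each strain and read in the other 2 libraries. The 84 windows below -0.6 in the replicates 1 had a median of -0.78 in the replicates 2, and the 80 windows picked in the replicates 2 had a median of -0.73 in the replicates 1. The medians of all windows were 0.04 and 0.05. This argues against changes in a single line as the whole cause; 7 of the 84 windows did not stay below -0.3. Among windows with at least 20 tested loops, 53 had a median log2 fold change below -0.6. Their median was -0.77, and it was also -0.77 with the GC offset, under which 49 stayed below -0.6; this argues against GC content as the whole cause. The strain itself, through regional chromatin state, sequence divergence or copy number, stays open as the source, and none of these was tested against the others.

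Chromosome 4 held 8 of the 81 low windows, from 137 Mb on. A different copy number of the whole chromosome predicts a shift along all of it. Only 7 of the 15 windows of 10 Mb had a median below 0, which argues against it. A regional difference on the distal part, present in both D2 lines, remains open. The share of called loops on the chromosome did not exceed the rotations (p 0.115, adjusted p 0.745).

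A second pattern on distal chromosome 4 concerned D2 replicate 1 alone. D2 replicate 1 lay below D2 replicate 2 by more than 0.5 on the log2 scale in 4 of the 1397 windows, all between 149 and 153 Mb; 6 windows elsewhere had it above by more than 0.5. In steps of 0.25 Mb the drop ran from 149.5 to 153.25 Mb. Over the 5083 pairs with both anchors in this segment, the log2 ratio of D2 replicate 1 to D2 replicate 2 was -1.11. It was -1.16 for pairs with fewer than 20 counts and -1.07 for the others, and between -0.85 and -1.26 in the 4 distance classes. The flanks of 4 Mb, taken 1 Mb away on each side, had ratios of -0.02 and 0.02. Of 420 tested loops in the segment, 379 (90.2%) were lower in D2 replicate 1 than in D2 replicate 2, against 47.8% of all tested loops. The ratio of D2 replicate 2 to B6 in the segment was -0.066, which argues against strain variants as the cause. The lowest ratio of the D2 replicates in any window outside the segment was -0.46, which argues against a trend over the whole library, such as depth, GC content or preparation. A candidate explanation is a segment with a lower copy number in the D2 replicate 1 line, since the loss of 1 of 2 copies would give a ratio near -1. Such a loss alone predicts the same ratio at every distance. The ratio was -0.85 at 0 to 20 kb and -1.26 at 100 to 500 kb, and the cause of this variation was not tested. A loss of H3K27ac over the whole segment in this line stays open, because DNA sequencing was not analysed here. The pattern was found and tested on the same data. Of the 1565 changed loops 4 lay in the segment, all lower in D2, between 149727418 and 150919863; they were chosen for naming after their values were seen.

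Zinc finger gene clusters held 100 of the 1565 changed loops, against 32.9 on average in the rotations (95% of rotations 11 to 73; p 0.0098, adjusted p 0.0396 over 6 tests). The 12 loops higher in D2 there lay within the rotations (p 0.859), and the 88 lower ones did not (p 0.0132, adjusted p 0.0396); whether the directions differ was not tested. Under the 6 other scalings 70 to 91 loops there were lower and 9 to 12 higher. This argues against clustering of loops that share anchors as the whole cause. The loops were spread unevenly: 30 of 113 tested loops were called in the cluster on chromosome 4 at 145510759 to 147822986, 25 of 137 on chromosome 7 at 29768552 to 30161269, and 18 of 135 on chromosome 13 at 67038596 to 67813740. These clusters were chosen for naming after their values were seen. Anchors sharing 31-mers were found in 10.0% of the changed loops of the clusters and 5.38% of the unchanged ones (Fisher's exact test, two-sided, p 0.069), so reads shared between the anchors of a loop are at most a part. Reads shared with paralogs elsewhere, sequence that differs between the strains in these gene families, and a strain difference in chromatin remain open.

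Changed loops had an anchor over a start site in 78.1% of cases, against 80.4% on average in the rotations (77.1 to 83.4%; p 0.164, adjusted p 0.246). This lies within the rotations, and the number of independent regions among the changed loops keeps open whether they reach start sites less often than other loops.

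D2 replicate 1 showed fewer anchor pairs than the other libraries. At an equal depth it had 677893 pairs against 735855 in D2 replicate 2 and 767340 and 773178 in B6, which argues against depth as the cause. It is also the 1 library whose name carries 10cyc, so a difference in library preparation, its line and chance variation between libraries cannot be told apart. Without this library the median log2 fold change of loops higher in D2 was 1.16 instead of 1.44, so part of the size of those changes may come from it.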
